# The molecular clock protein Bmal1 regulates cell differentiation in mouse embryonic stem cells

**DOI:** 10.26508/lsa.201900535

**Published:** 2020-04-13

**Authors:** Amador Gallardo, Aldara Molina, Helena G Asenjo, Jordi Martorell-Marugán, Rosa Montes, Verónica Ramos-Mejia, Antonio Sanchez-Pozo, Pedro Carmona-Sáez, Lourdes Lopez-Onieva, David Landeira

## Abstract

Mammals optimize their physiology to the light–dark cycle by synchronization of the master circadian clock in the brain with peripheral clocks in the rest of the tissues of the body. Circadian oscillations rely on a negative feedback loop exerted by the molecular clock that is composed by transcriptional activators Bmal1 and Clock, and their negative regulators Period and Cryptochrome. Components of the molecular clock are expressed during early development, but onset of robust circadian oscillations is only detected later during embryogenesis. Here, we have used naïve pluripotent mouse embryonic stem cells (mESCs) to study the role of Bmal1 during early development. We found that, compared to wild-type cells, *Bmal1*−/− mESCs express higher levels of Nanog protein and altered expression of pluripotency-associated signalling pathways. Importantly, *Bmal1−/−* mESCs display deficient multi-lineage cell differentiation capacity during the formation of teratomas and gastrula-like organoids. Overall, we reveal that Bmal1 regulates pluripotent cell differentiation and propose that the molecular clock is an hitherto unrecognized regulator of mammalian development.

## Abstract (precis)

Analysis of the role of the molecular clock protein Bmal1 in pluripotent embryonic stem cells reveals a novel function of circadian proteins in cell differentiation and early embryo development.

## Introduction

The earth rotates around its own axis with a 24-h period that generates repetitive changes in the intensity of sunlight reaching our planet. Organisms that live on the surface of the earth have developed mechanisms to optimize their physiology to this light–dark cycle. Circadian pacemakers allow to carry out an approximate measurement of time, so their phase must be adjusted daily to keep the internal clock in perfect synchrony with external signals. The main circadian synchronizer in mammals is light that is received in specialized photoreceptor cells in the retina, and the information is transmitted directly to the suprachiasmatic nucleus in the brain that synchronizes peripheral clocks through humoral signals such as hormones (Dibner et al, 2010). Most of cells of the adult organism have their own internal clock that needs to be synchronized to be in the same circadian phase as the rest of the body and, therefore, facilitate optimal physiological functioning (Mohawk et al, 2012). Circadian regulation relies on the activity of the molecular clock that mediates the establishment of an autoregulatory loop that generates daily oscillations in the expression of target genes (Takahashi, 2017). This machinery is composed by the core Clock and Bmal1 (also known as Arntl, aryl hydrocarbon receptor nuclear translocator-like) heterodimer that activates transcription of their own negative regulators Period (Per1, Per2, and Per3) and Cryptochrome (Cry1 and Cry2) genes. The molecular clock can regulate up to 10% of cellular transcripts in a tissue-specific way (Storch et al, 2002; Masri & Sassone-Corsi, 2010).

The function of the molecular clock during mammalian embryonic development is poorly understood (Seron-Ferre et al, 2012; Landgraf et al, 2014). Some components of the molecular clock are expressed during embryo development, but they do not generate consistent circadian fluctuations in embryo tissues until late stages of development when the suprachiasmatic nucleus is formed and the embryo is exposed to sunlight (Seron-Ferre et al, 2012; Landgraf et al, 2014; Umemura et al, 2017). In agreement, germline cells, zygotes, preimplantation embryos, and mouse embryonic stem cells (mESCs) derived from the developing blastocyst express components of the molecular clock but do not display circadian oscillations (Alvarez et al, 2003; Morse et al, 2003; Amano et al, 2009; Yagita et al, 2010). Importantly, despite mutant embryos lacking Bmal1 or other components of the molecular clock proceed through embryogenesis with no apparent phenotype at birth (van der Horst et al, 1999; Zheng et al, 2001; Kondratov et al, 2006; DeBruyne et al, 2007), recent evidence highlights that the lack of Bmal1 during embryo development is responsible for reduced life span, body weight, and fertility observed during the adult life in *Bmal1*−/− mice (Yang et al, 2016).

In this study, we have used naïve mESCs as a model system to analyse the molecular function of Bmal1 during early mouse development. We found that *Bmal1*−/− mESCs are viable and express pluripotency-associated markers. *Bmal1*−/− mESCs display increased expression of the pluripotency factor Nanog coupled to the mis-regulation of pluripotency signalling pathways. Importantly, the lack of Bmal1 protein in mESCs does not block pluripotency exit but perturbs the execution of multi-lineage cell differentiation as assayed using in vivo and in vitro cell differentiation systems. Our observations reveal a novel role of *Bmal1*−/− in the regulation of pluripotent cell differentiation and suggest that components of the molecular clock regulate mammalian development through molecular mechanisms that remain to be characterized.

## Results

### Bmal1 is expressed in pluripotent cells

mESCs do not show circadian oscillation of clock genes, but these can be induced by in vitro differentiation towards mouse neural stem cells (mNSCs) (Yagita et al, 2010). Reciprocally, circadian oscillations in mNSCs are extinguished when they are artificially reprogrammed to pluripotency (Yagita et al, 2010). We asked whether the onset of circadian oscillations during mESCs differentiation was associated with differences in Bmal1 expression levels. Colonies of mESCs growing in FBS and leukemia inhibitory factor (LIF) (mESCs FBS + LIF or primed serum mESCs) were differentiated into mNSCs that showed the typical fusiform shape morphology and grew as a reticular network (Fig 1A). mNSC cultures showed expected down-regulation of pluripotency genes *Nanog*, *Oct4*, and *Rex1* coupled to up-regulation of mNSC genes *Fabp7*, *Slc1a3*, and *Nestin* (Fig 1B). Immunofluorescence analysis confirmed that NSC cultures do not express the nuclear pluripotency-associated transcription factor Oct4 and showed homogeneous staining of the NSC protein marker Nestin in their cytoplasms (Fig 1C). Comparison of mRNA expression level in primed serum mESCs and NSCs showed that Bmal1 is expressed at a similar level in both cell types (Fig 1D). Expression of Bmal1 was similar to the transcriptionally active housekeeping gene *Hmbs*, indicating that Bmal1 is expressed at functional levels in mESCs (Fig 1D). Western blot analysis using anti-Bmal1 antibodies revealed two bands at 71 kD that correspond to previously described phosphorylated and unphosphorylated isoforms of Bmal1 (Yoshitane et al, 2009; Sahar et al, 2010) in mNSCs (Fig 1E). Importantly, primed serum mESCs and mNSCs expressed similar levels of Bmal1 protein (Figs 1E and S1A), suggesting that Bmal1 might be functional in pluripotent cells.

**Figure 1.**
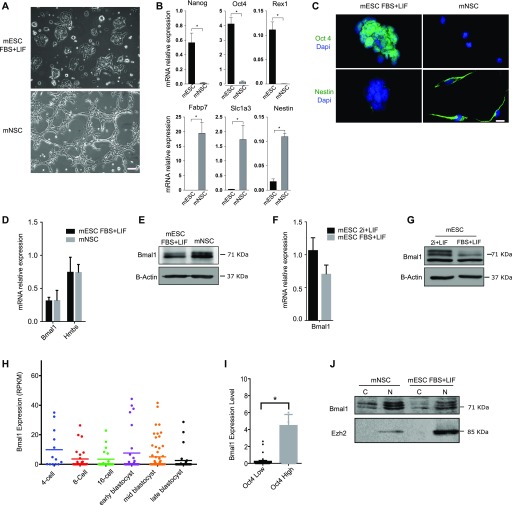
*Bmal1* is expressed in pluripotent cells. **(A)** Microscopic images of JM8 wild-type mouse embryonic stem cells (mESCs) and in vitro–derived mouse neural stem cell (mNSC) cultures. Scale bar is 100 μm. **(B)** RT-qPCR analysis of pluripotency-associated genes (*Nanog*, *Oct4*, and *Rex1*) and neural stem cell gene markers (*Fabp7*, *Slc1a3*, and *Nestin*) in mESCs and mNSCs. Expression is normalized to *Gapdh* and *RNA18s*. **(C)** Immunofluorescence images showing the expression of pluripotency (Oct4, green) and NSC (Nestin, green) protein markers in mESC and mNSC cultures. DAPI stains nuclear DNA (blue). Scale bar is 10 μm. **(D)** Expression of *Bmal1* in mESCs and NSCs measured by RT-qPCR. Expression of *Hmbs* was included as a control of a transcriptionally active and functional gene. Expression was normalized to *Gapdh* and *RNA18s* and multiplied by 10 to facilitate representation. **(E)** Western blot analysis of whole-cell extracts comparing Bmal1 protein levels in mESCs and mNSCs. B-actin provides a loading control. **(F)** RT-qPCR analysis comparing expression of *Bmal1* in mESCs grown in FBS + LIF or 2i + LIF media. Expression was normalized to *Gapdh* and *RNA18s* and multiplied by 10 to facilitate representation. **(G)** Western blot analysis of whole-cell extracts comparing Bmal1 protein levels in mESCs grown in FBS + LIF and 2i + LIF media. B-actin provides a loading control. **(H)** Single-cell mRNA expression values of *Bmal1* during indicated stages of preimplantation development calculated using previously published datasets (Deng et al, 2014). **(I)** Analysis of *Bmal1* expression in *Oct4* low and high individual cells during the blastocyst stage (early, mid, and late). Mean and SEM is shown. **(J)** Western blot analysis of Bmal1 protein localization in cell fractionation analysis of mESCs and mNSCs. Cytoplasmic (C) and nuclear (N) fractions are indicated. Ezh2 was used as a nuclear control. **(B, D, F)** Mean and SEM of three independent experiments are shown in (B, D, F). **(B, I)** Asterisks (*) in (B, I) indicate significant difference (t-Student *P* < 0.05).

**Figure S1.**
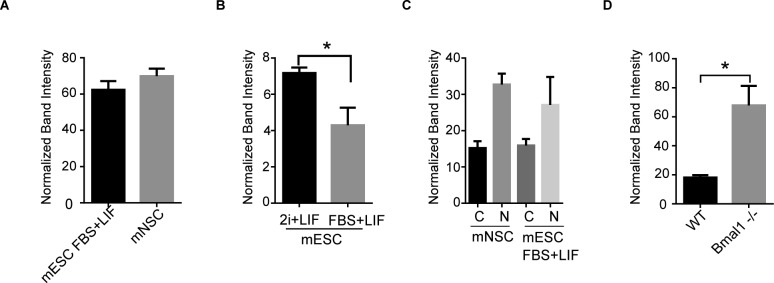
Quantification of Western blot analyses. **(A, B, C, D)** Histogram presenting quantification of Western blot analysis as shown in Fig 1E (A), Fig 1G (B), Fig 1J (C), and Fig 2G (D). Mean and SEM of three independent experiments are shown. Asterisks (*) indicate significant difference (T-student *P* < 0.05).

To discard that expression of Bmal1 protein was associated to marginal spontaneous cell differentiation and cell heterogeneity typically found in primed serum mESC cultures (Li & Izpisua Belmonte, 2018), we analysed expression of Bmal1 in naïve pluripotent cells. Primed serum mESCs were transferred to defined media with LIF and inhibitors of MAPK and glycogen synthase kinase 3 (2i + LIF media), to establish cultures of naïve 2i pluripotent cells (Ying et al, 2008). Expression of *Bmal1* was similar and slightly increased in naïve 2i mESCs as compared with primed serum mESCs, at the level of both mRNA and protein (Figs 1F and G and S1B), further indicating that Bmal1 is expressed at a functional level in pluripotent cells. To confirm that expression of Bmal1 in pluripotent mESCs is not an artefact of in vitro cell culture conditions, we analysed whether *Bmal1* is also transcribed in pluripotent cells in vivo. We interrogated published single-cell messenger RNA high-throughput sequencing (mRNA-seq) datasets of developing preimplantation embryos (Deng et al, 2014) and found a heterogeneous pattern of *Bmal1* expression at all stages from four cells to late blastocyst (Fig 1H). Importantly, cells that express a higher level of the pluripotency gene *Oct4* also tend to express higher levels of *Bmal1* mRNA at the blastocyst stage (Fig 1I), demonstrating that *Bmal1* mRNA is expressed in pluripotent cells in vivo.

Last, cell fractionation followed by Western blot experiments showed that distribution of Bmal1 protein in mESCs is similar to its distribution in NSCs (nucleus and cytoplasm) (Figs 1J and S1C), suggesting that the absence of circadian oscillations in ESCs is not a consequence of the exclusion of Bmal1 from the nucleus of pluripotent cells. Taken together, these results solidly demonstrate that albeit mESCs do now display circadian oscillations (Yagita et al, 2010), the molecular clock protein Bmal1 is present in pluripotent cells.

### *Bmal1*−/− mESCs remain undifferentiated and express a higher level of Nanog protein

To investigate the role of Bmal1 protein in pluripotent cells, we derived *Bmal1*−/− mESCs using CRISPR/Cas9 and grew them in the 2i + LIF medium. The amino terminus of *Bmal1* was targeted (exon 5) (Fig 2A), and a panel of genetic clonal mESC lines were screened and genotyped. The frequency of *Bmal1* mutants in one or both alleles was high (four heterozygous [*Bmal1*+/−] and four compound heterozygous [*Bmal1*−/−] mutants of 12 screened clonal colonies), suggesting that Bmal1 is not essential to establish undifferentiated mESC cultures. Of the four *Bmal1*−/− clonal cell lines, we focused on one in which both alleles contained DNA indel mutations (−22 and +61 nucleotides, respectively) at expected target sites (Fig 2B) and resulted in frame shifts and premature stop codons at the very beginning of *Bmal1* open reading frame, impeding the production of peptides that include any of the annotated functional domains included in Bmal1 protein (BHLH, PAS1, PAS2, and TAD). *Bmal1*−/− mESCs formed typically tight three-dimensional colonies similar to the ones generated by parental wild-type cells (Fig 2C). As expected, expression of Bmal1 mRNA was not detected in *Bmal1*−/− mESCs compared with wild-type cells (Fig 2D), and Western blot analysis indicated that *Bmal1*−/− mESCs do not express detectable levels of Bmal1 protein (Fig 2E). *Bmal1*−/− mESC cultures remain undifferentiated because they retained expression of pluripotency-associated transcription factors *Oct4*, *Nanog*, and *Rex1* (Fig 2F). Interestingly, we found that *Bmal1*−/− mESCs express even higher levels of *Nanog* mRNA and protein than parental wild-type cells (Figs 2F–I and S1D). Taken together, these results demonstrate that Bmal1 protein is not essential for mESCs self-renewal, and that its depletion results in up-regulation of Nanog expression in naïve 2i mESCs.

**Figure 2.**
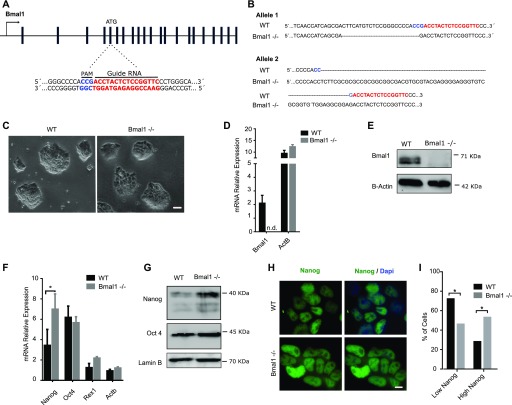
*Bmal1−/−* mouse embryonic stem cells (mESCs) remain undifferentiated and express higher level of Nanog protein than wild-type cells. **(A)** Scheme of the *Bmal1* gene (black bars, exons) and the CRISPR/Cas9 strategy used. DNA sequence targeted by the guide RNA (red) and the localization of the PAM domain (blue) are indicated. **(B)** Alignment of DNA sequences of the *Bmal1* gene upon genotyping of *Bmal1*−/− mESCs obtained using CRISPR/Cas9. DNA regions targeted by the guide RNA are indicated in red. **(C)** Microscopy images of *Bmal1*−/− and wild-type mESCs grown in the 2i + LIF medium. Scale bar is 100 μm. **(D)** RT-qPCR analysis of *Bmal1* mRNA in wild-type and *Bmal1*−/− mESCs. *ActB* was used as a housekeeping control. Expression was normalized to *Gapdh* and *RNA18s* and multiplied by 10 for better representation. n.d. indicates non-detection of transcripts. Mean and SEM of three independent experiments is shown. **(E)** Western blot analysis of Bmal1 protein using whole-cell extracts of *Bmal1*−/− and wild-type mESCs. Lamin B provides a loading control. **(F)** mRNA expression analysis of *Nanog*, *Oct4*, and *Rex1* in *Bmal1*−/− and wild-type mESCs by RT-qPCR. Expression was normalized to *Gapdh* and *RNA18s* and multiplied by 10 for better representation. Asterisk (*) indicates significant difference (T-student *P* < 0.05). **(G)** Western blot analysis of whole-cell extracts comparing the protein levels of Nanog and Oct4 in *Bmal1*−/− and wild-type mESCs. Lamin B was used as a loading control. **(H)** Immunofluorescence analysis of Nanog protein (green) expression in *Bmal1*−/− and wild-type mESCs. DAPI stains nuclear DNA (blue). Scale bar is 10 μm. **(I)** Histogram showing the percentage of cells with low or high intensity of Nanog staining in parental and *Bmal1*−/− mESCs. Mean and SEM of three independent experiments is shown. Asterisks (*) indicate significant difference (Fisher’s test, *P* < 0.01).

### *Bmal1*−/− mESCs display altered expression of signalling pathway genes and cell differentiation potential

To further understand the role of Bmal1 in pluripotent cells, we compared mRNA expression in *Bmal1*−/− and wild-type naïve 2i mESCs by mRNA-seq. 

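mRNA from 2 wild-type and 2 *Bmal1*−/− cultures of JM8 mESCs, a line from the C57BL6/N mouse strain, was sequenced as stranded libraries with paired 75-bp reads. The cells grew in 2i + LIF medium, in which 1 µM PD0325901 inhibits Mek and 3 µM CHIR99021 inhibits Gsk3. The authors aligned the reads to mm9 and deposited for each gene and library a normalized value, which is the read count divided by a factor of that library (trimmed mean of M values, TMM). Every value of a library was a whole multiple of its smallest value above 0, and on this basis 100% of the values were turned back into whole reads. Reads on genes came to 21737170 and 21504265 in the wild-type libraries, with a median of 21620717.5. The libraries labelled *Bmal1*−/− held 23329034 and 23021702 reads on genes, with a median of 23175368. The paper states a larger number of reads analysed per sample; the values used here rest on the reads counted on genes. The table lists 37310 genes, of which 13712 were at 0 in every library. The targeted gene was examined first. *Bmal1* is listed as Arntl (ENSMUSG00000055116) and lies on chromosome 7 from 120350979 to 120457636 in mm9. Its normalized values were 678 and 733 in the wild-type libraries and 556 and 590 in the libraries labelled *Bmal1*−/−. The log2 fold change was −0.30 (standard error 0.07, adjusted p = 0.0011 from limma with Benjamini-Hochberg adjustment), so that 81.2% of the wild-type value was present. With equal library totals in place of TMM, the setting that moved it most, the log2 fold change was −0.24. With each library left out in turn, it stayed between −0.35 and −0.24. Because mRNA of the targeted gene was present in all 4 libraries, it does not identify the genotypes, and libraries are named by their labels throughout. Differences were tested with limma on log2(value + 1), with a trend of the variance over the mean, for the 14510 genes with a mean value of at least 10 over the 4 libraries. A fold change on this scale understates the change of genes with low values. Across genes, replicates correlated at 0.995 (wild-type) and 0.996 (labelled *Bmal1*−/−), and libraries of different labels at 0.972 to 0.973. These correlations are across genes, which are not independent replicates. The reads of replicates differed by more than counting error, with a chi-square per degree of freedom of 3.01 for wild-type and 1.92 for the libraries labelled *Bmal1*−/−.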

854 gene transcripts were differentially expressed (up- or down-regulated by more than twofold and adjusted *P*-value < 0.05) in cells that lack Bmal1 as compared with parental wild-type cells (Fig 3A). 

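Of the 14510 genes tested, 1046 differed by more than 2-fold with an adjusted p-value under 0.05. The count depended most on the fold threshold: without it, 7639 genes had an adjusted p-value under 0.05. With only genes of a mean value of at least 100, 318 of 10486 genes passed both thresholds. On the whole reads, edgeR's quasi-likelihood test called 1091 genes, 1036 of them among the 1046. DESeq2 on the same reads called 862 genes, of which 837 were among the 1046. Among the 10 genes with the highest log2 fold changes, Fgf7 (ENSMUSG00000027208) had normalized values of 9.48 and 6.37 in wild-type libraries and 156 and 179 in the libraries labelled *Bmal1*−/−. Its log2 fold change was 4.26 (standard error 0.24, adjusted p = 1.2e-11 from limma). Gm13109 (ENSMUSG00000078511) rose from 28.6 ± 3.16 to 556 ± 35.6 (SD, n = 2 libraries each), a log2 fold change of 4.24 (standard error 0.14, adjusted p = 1.2e-15). Wild-type libraries held no more than 3 reads of Vmn2r12, A530040E14Rik, Gm10526 and Pramef17. Against that floor these genes were at least 17.4-fold, 18.8-fold, 7.60-fold and 21-fold higher, respectively. Gm6189, Cml2 and Apol7b had log2 fold changes of 4.62, 4.38 and 4.27. Gm16239 had a log2 fold change of 4.31, which was 2.61 without wild-type replicate 1 (value 0) and 6.01 without wild-type replicate 2 (value 9.56). Its adjusted p-value in limma was 1.3e-05, but 0.13 in DESeq2 and 0.077 with no filter on low values. Vmn2r12, Cml2, Apol7b, Gm13109 and Pramef17 belong to families of similar genes whose copies can share reads, so the values of single members are uncertain. Mt4 (ENSMUSG00000031757) had the lowest log2 fold change, with values of 28.4 and 32.9 in wild-type libraries. The libraries labelled *Bmal1*−/− held no more than 3 reads of it, so that it was at least 10.8-fold lower, and Prlr was at least 6.33-fold lower on the same basis. Olig3 had a log2 fold change of −2.65 (standard error 0.50, adjusted p = 1.5e-04), with an adjusted p of 0.055 with no filter on low values. Pdlim4, Rhox9, Lfng, Esrp1 and 2610037D02Rik lay between −2.20 and −1.98. The 5.8S ribosomal RNA copy n-R5-8s1 had a log2 fold change of −2.37 that 1 library decided. Its wild-type values were 878 and 118, and without wild-type replicate 1 the log2 fold change was −0.93.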

Unexpectedly, 689 of these transcripts (80.6%) were up-regulated in *Bmal1*−/− cells, suggesting that, in contrast to the role of Bmal1 in promoting transcription of target genes in adult tissues (Takahashi, 2017), Bmal1 is not acting as a transcriptional activator in pluripotent mESCs. 

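Among the 1046 differentially expressed genes, 835 were higher and 211 lower in the libraries labelled *Bmal1*−/−. The higher genes made up 79.8% (Wilson 95% confidence interval 77.3% to 82.1%, which covers counting error only). Among settings that kept the 2-fold threshold, the scaling of the libraries moved this split most: with quantile normalization, 593 genes were higher and 384 lower, a share of 60.7%. The share also followed the fold threshold. Without a threshold, 3488 genes were higher and 4151 lower, so that 45.7% were higher. Which direction held the majority without a threshold depended on the scaling and the test, with 56.8% higher under equal library totals and 51.5% in DESeq2. At 1.2-fold the share was 52.4% and at 1.5-fold 71.4%. It came to 88.7% of 426 genes at 3-fold, 97.2% of 282 genes at 4-fold and 99.3% of 152 genes at 8-fold.
A list of 24 molecular clock genes was also examined, since Bmal1 activates several of them in adult tissues. The 21 genes tested had a median log2 fold change of 0.40, which lay between 0.22 and 0.45 over the alternatives that used all libraries and between 0.30 and 0.34 with 1 library left out. As a set they were higher (camera with a preset correlation of 0.01, p = 0.011; between 0.010 and 0.039 over the alternatives), and fry gave p = 0.0026. Of the 21 genes, 16 were higher and 5 lower. An adjusted p-value under 0.05 was reached by 12 genes over all genes tested and by 12 adjusted over the list alone. Cry1 (ENSMUSG00000020038) rose from 638 to 1240 (means of 2 libraries), a log2 fold change of 0.96 (standard error 0.06, adjusted p = 5.4e-11 from limma). Cry2 and Clock had log2 fold changes of 0.40 (adjusted p = 2.1e-04) and 0.30 (adjusted p = 1.0e-04). Npas2, at 1.40 (adjusted p = 1.1e-04), was the only one past 2-fold in the limma test. Per1 (0.15, adjusted p = 0.20), Per2 (0.76, adjusted p = 0.084) and Per3 (0.07, adjusted p = 0.85) did not differ beyond the replicate spread. Without wild-type replicate 2, Per1 came to −0.04. Per2 lay between 0.46 without wild-type replicate 1 and 1.06 without wild-type replicate 2. With 1 library left out, Per3 lay between −0.11 (without *Bmal1*−/− replicate 2) and 0.25 (without *Bmal1*−/− replicate 1), and it was −0.21 with quantile normalization. Of the 5 lower genes, Bhlhe40 (−0.68, adjusted p = 2.9e-06) and Nr1d2 (−0.37, adjusted p = 0.0010) had an adjusted p-value under 0.05, and Nr1d1 (−0.23, adjusted p = 0.098) did not.
From the majority of higher transcripts in cells that lack Bmal1, the paper proposes that Bmal1 is not a transcriptional activator in pluripotent mESCs, unlike in adult tissues.

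**Figure D1:**
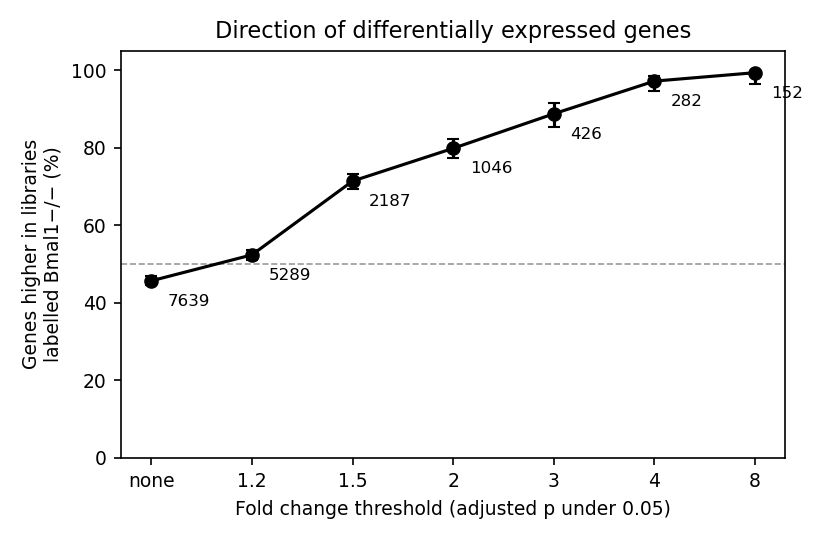
Percentage of differentially expressed genes that were higher in the libraries labelled *Bmal1*−/− (vertical axis) by the fold threshold that a gene had to pass (horizontal axis), with an adjusted p-value under 0.05; bars are Wilson 95% confidence intervals. The share rises from 45.7% with no threshold to 99.3% at 8-fold.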

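The wild-type level of the 835 higher genes was taken as the mean of the 2 wild-type libraries, and a gene was counted as active from a mean of at least 10 normalized values, about 9 reads. By this limit 546 of the 835 genes (65.4%, Wilson 95% confidence interval 62.1% to 68.5%) were active in wild-type cells. The share depended most on the limit: 790 genes (94.6%) had a wild-type mean of at least 3 and 126 (15.1%) of at least 100. It also depended on the filter on low values, at 49.3% of 999 higher genes with no filter and 99.2% of 237 with a mean of at least 100 over all libraries. In 44 of the 835 genes (5.27%) both wild-type libraries were at or under 3 reads. The median wild-type mean of the higher genes was 16.9 (quartiles 7.40 and 51.3), at percentile 8.91 of all genes tested. Among the 211 lower genes the median was 93.1, and 47.4% had a wild-type mean of at least 100, against 71.3% of all genes tested. The filter fixes part of this contrast, since a gene lower in the libraries labelled *Bmal1*−/− passes it only with a wild-type mean of at least 10. Annotated pseudogenes made up 63 of the higher and 0 of the lower genes, from 444 tested, and their reads can be shared with the parent gene.

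**Figure D2:**
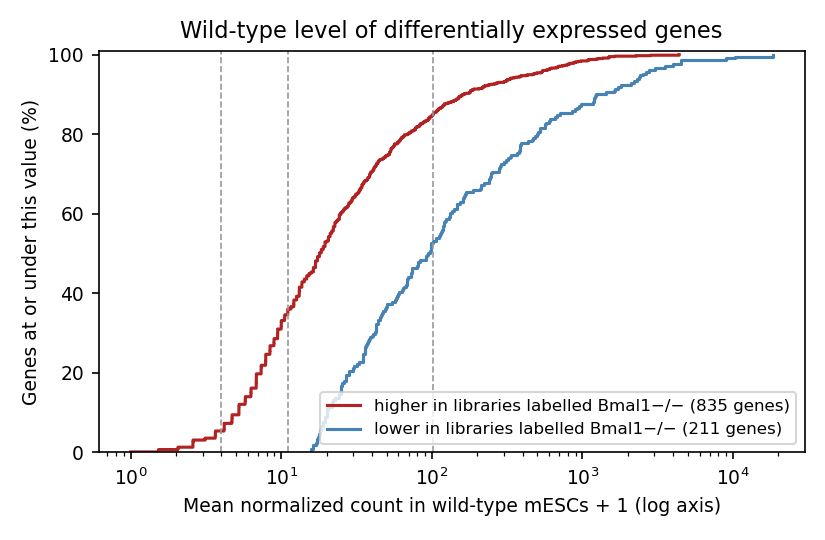
Distribution of the mean normalized value in wild-type libraries (horizontal axis, log scale) for the 835 genes that were higher and the 211 that were lower in the libraries labelled *Bmal1*−/−. The median is 16.9 for the higher and 93.1 for the lower genes.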

Most of the up-regulated genes in *Bmal1*−/− mESCs were already transcriptionally active in wild-type cells (Fig 3B), suggesting that Bmal1 negatively modulates transcription of active genes. Functional categories analysis revealed that *Bmal1*−/− mESCs display mis-regulation of genes encoding for 180 glycoproteins and 59 developmental proteins, suggesting that Bmal1 is involved in the regulation of cell communication and development (Fig 3C). In fitting, gene ontology analysis showed that depletion of Bmal1 results in deregulation of genes involved in cell differentiation and organism development (Fig 3D), and pathway enrichment analysis exposed that *Bmal1−/−* mESCs display altered regulation of pluripotency-associated signalling pathways including phosphoinositide 3-kinase (PI3K), MAPK, and Wnt (Fig 3E). 

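The functional category and gene ontology lists were not analysed here. For the pathways, 6 gene lists written by hand from general knowledge stood in for those of the paper's enrichment tool, and the share of differentially expressed genes in each was compared with all other genes tested by a 2-sided Fisher's exact test, adjusted over the 6 lists. In the PI3K list 17 of 107 tested genes were differentially expressed (15.9%), 13 of them higher, against 7.14% of other genes. The odds ratio was 2.45 (95% confidence interval 1.36 to 4.17, adjusted p = 0.012). It was still above 1, but with an adjusted p of 0.081, when genes with a mean of at least 1 were tested (odds ratio 2.03); over all alternatives the adjusted p lay between 9.4e-04 and 0.081. The PI3K genes were also higher as a set by camera (adjusted p = 0.022), a call that did not hold under fry (adjusted p = 0.052). For MAPK, 11 of 151 genes were differentially expressed, an odds ratio of 1.01 (0.49 to 1.87, adjusted p = 1). The Wnt list had 7 of 104, an odds ratio of 0.93 (0.36 to 1.99, adjusted p = 1). The Ras list had 11 of 138, the pluripotency signalling list 9 of 112 and the axon guidance list 12 of 112, with odds ratios of 1.12, 1.13 and 1.55 (adjusted p = 1, 1 and 0.43). The odds ratios of the MAPK, Wnt, Ras and pluripotency lists passed to the other side of 1 under other settings, none with an adjusted p under 0.05.

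**Figure D3:**
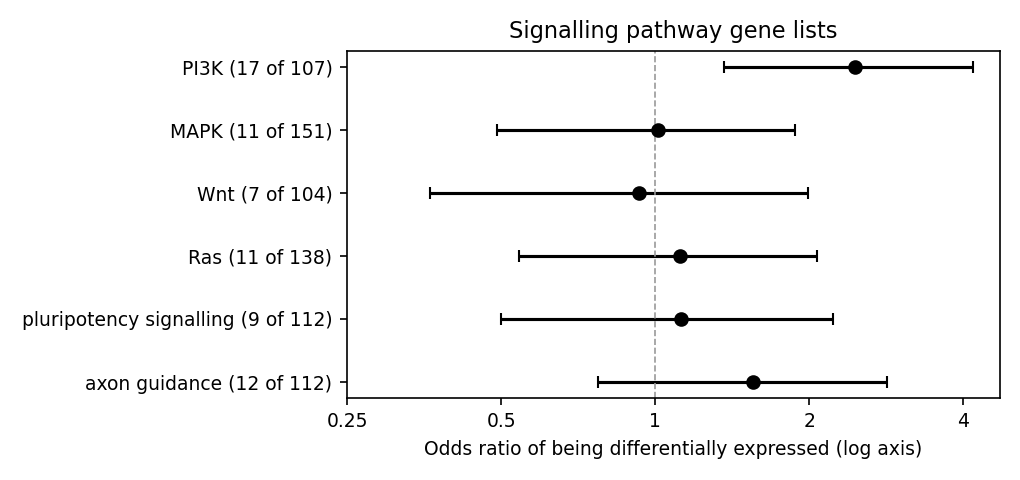
Odds ratio of being differentially expressed (horizontal axis, log scale) for the genes of 6 hand-written signalling pathway lists against all other genes tested; points are odds ratios, bars are 95% confidence intervals, and the number of differentially expressed and tested genes follows each name. Only the interval of the PI3K list lies above 1.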

In agreement with the general trend towards up-regulation of gene transcripts found in *Bmal1−/−* mESCs, most differentially expressed genes involved in cell differentiation and embryo development were up-regulated in these cells (i.e., 47 of 58 genes involved in development, Fig S2A). In addition, analysis of components of signalling pathways deregulated in *Bmal1*−/− mESCs confirmed widespread abnormal expression patterns of mRNA transcripts involved in pluripotency signalling and cell differentiation including the MAPK pathway (Figs 3F and S2B). 

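Within these lists many genes differed without passing 2-fold. Among all 14510 genes tested, 7639 had an adjusted p-value under 0.05. Without a fold threshold, PI3K genes reached it more often than other genes (odds ratio 1.94, Fisher's exact test adjusted p = 0.0075). For the other lists the odds ratios were 1.08 to 1.56 (adjusted p of 0.068 or higher by the same test), so their counts are not shown to differ from those of other genes. An adjusted p-value under 0.05 was reached by 73 of the 107 PI3K genes (76 adjusted over the list alone), 90 of the 151 MAPK genes (92 adjusted over the list alone) and 61 of the 104 Wnt genes (61 adjusted over the list alone). The counts were 81 of 138 for Ras, 71 of 112 for pluripotency signalling (73 adjusted over the list alone) and 61 of 112 for axon guidance, with 81 and 61 adjusted over the list alone for Ras and axon guidance. The gene that rose most in the PI3K, MAPK and Ras lists was Fgf1 (ENSMUSG00000036585), from 15.9 ± 0.09 to 176 ± 18.9 (SD, n = 2 libraries each), a log2 fold change of 3.39 (standard error 0.20, adjusted p = 1.4e-11 from limma). Receptors of the PI3K and MAPK lists that were higher included Pdgfrb, with 77.8 ± 4.20 in wild-type libraries and 219 ± 21.1 in the libraries labelled *Bmal1*−/− (log2 fold change 1.48, adjusted p = 1.4e-08), Egfr at 1.06 and Erbb3 at 1.04. Other higher PI3K genes were Flt4 (1.81), Col4a2 (1.56), Col4a1 (1.44), Lamb1 (1.42), Igf1r (1.17), Egf (1.17), Sgk3 (1.13), Pik3r3 (1.06) and Itgb3 (1.00). Myb was lower, from 111 and 98.8 to 21.6 and 33.4 (log2 fold change −1.92, adjusted p = 3.6e-07), as were Gngt2 (−1.68), Itga1 (−1.28) and Kitl (−1.10). MAPK genes outside the PI3K list were Tgfbr2 (1.93), Nfatc1 (1.60) and Map3k8 (1.08) among the higher and Rasgrp2 (−1.78) and Rac2 (−1.03) among the lower. In the Wnt list, besides Nfatc1, Lgr6 (1.44), Sox17 (1.27), Fzd4 (1.26) and Wnt9a (1.02) were higher, and Lef1 (−1.21) and Wnt3a (−1.01) lower. The pluripotency list added Smad9 (1.44) and Bmpr2 (1.06) above and Jak3 (−1.34) and Pax6 below, and in the axon guidance list Dcc (3.94) and Ephb1 (2.52) rose most.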

MAPK pathway, also known as extracellular signal-regulated kinases (Erk1/2) pathway, inhibits Nanog expression in mESCs (Wray et al, 2010), and thus, we wondered whether deregulation of this pathway underlie the up-regulation of Nanog protein found in *Bmal1*−/− mESCs (Fig 2F–I). However, expression of Erk1/2 protein was unaltered in *Bmal1−/−* mESCs in both primed serum and naïve 2i conditions (Fig S2C), and mRNA expression of Erk1/2 targets (Hamilton & Brickman, 2014) was not affected by depletion of Bmal1 protein (Fig S2D and E), suggesting that up-regulation of Nanog protein is not a consequence of reduced Erk1/2 signalling in *Bmal1*−/− mESCs.

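In the mRNA-seq libraries the kinase gene Mapk3 had a log2 fold change of −0.46 (standard error 0.06, adjusted p = 2.1e-06 from limma). Of the 5 genes shown as induced by Erk1/2, only Arntl2 passed the filter on low values. Its values were 24.2 and 23.4 in wild-type libraries and 33.8 and 50.5 in the libraries labelled *Bmal1*−/−, a log2 fold change of 0.77 (standard error 0.26, adjusted p = 0.018). The adjusted p lay between 0.0098 and 0.13 over the alternatives, and the log2 fold change was 1.06 without *Bmal1*−/− replicate 1 and 0.49 without replicate 2. Pcdh17 had 5.27 and 4.25 against 6.58 and 4.77, and Hand1 2.11 and 5.31 against 8.45 and 9.54. Gsx1 was at or under 3 reads in all libraries. Gata6 had 6.32 and 6.37 in wild-type libraries and no more than 3 reads in the others, so that it was at least 2.24-fold lower, from few reads. The 4 genes shown as repressed had a median log2 fold change of 0.05 (camera adjusted p = 0.30, fry adjusted p = 0.079), with members that moved in opposite directions. An adjusted p-value under 0.05 was reached by 3 of them over all genes tested, and by 3 adjusted over the list alone. Sox7 (ENSMUSG00000063060) fell from 46.4 and 52.0 to 5.64 and 12.4, a log2 fold change of −2.41 (standard error 0.34, adjusted p = 6.0e-06). Dio3 (ENSMUSG00000075707) rose from 239 and 195 to 637 and 620, a log2 fold change of 1.53 (standard error 0.09, adjusted p = 3.1e-11). Nanog rose from 22379 and 22465 to 26312 and 27127, a log2 fold change of 0.25 (standard error 0.04, adjusted p = 8.5e-06). Gsc did not differ (−0.15, adjusted p = 0.42), with −0.04 without *Bmal1*−/− replicate 1 and −0.27 without *Bmal1*−/− replicate 2. The median of the list was −0.02 without *Bmal1*−/− replicate 2 and 0.12 without replicate 1. It moved most, to 0.25 with a camera adjusted p of 0.037, when only genes with a mean of at least 100 were tested, which leaves out Sox7; over the alternatives this p lay between 0.037 and 0.65. Among the genes shown as independent of Erk1/2, Eomes (ENSMUSG00000032446) fell from 271 and 262 to 163 and 136, a log2 fold change of −0.83 (adjusted p = 4.1e-06). Cxcr4 did not differ (0.11, adjusted p = 0.73), with −0.14 under quantile normalization and −0.19 without *Bmal1*−/− replicate 2. Wnt7b and Foxa2 were under the filter, with values from 2.82 to 6.37.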

**Figure 3.**
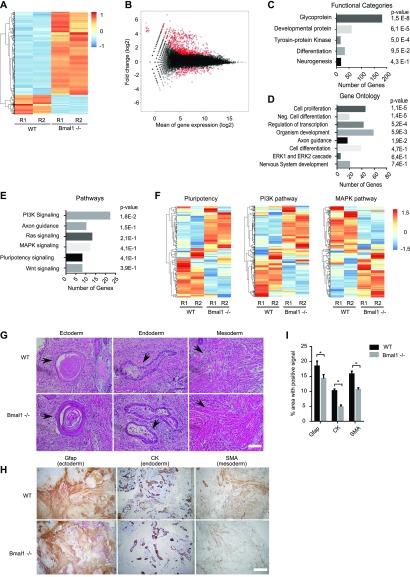
*Bmal1−/−* mouse embryonic stem cells (mESCs) display altered expression of pluripotency signalling pathways and differentiation potential. **(A)** Gene expression analysis by mRNA-seq of *Bmal1*−/− and parental wild-type mESCs grown in the 2i + LIF medium using heat map clustering. Red and blue indicates higher and lower expression, respectively. Biological duplicates (R1 and R2) were carried out for indicated genotypes. **(B)** MA plot analysis of deregulated genes in *Bmal1*−/− mESCs. y-axis indicates fold change expression between *Bmal1*−/− and parental mESCs, whereas x-axis shows the mean expression level. Each dot represents one gene. Significantly mis-regulated genes are plotted in red. **(C, D, E)** Gene enrichment analyses of mis-regulated genes (854 genes with FC > 2 and *P* < 0.05) in *Bmal1*−/− mESCs. Categories are sorted by *P*-value and the number of genes included in each term are indicated in the x-axis. **(F)** Comparative expression analysis in *Bmal1*−/− and wild-type mESCs of genes involved in pluripotency, PI3K, and MAPK signalling pathways using heat map clustering. **(G)** Representative images of haematoxylin and eosin staining of teratomas derived from wild-type and *Bmal1*−/− mESCs. Tissues corresponding to three germ layers are shown (black arrow): skin for ectoderm, glandular tissue for endoderm, and smooth muscle for mesoderm. Scale bar is 100 μm. **(H)** Representative images of immunohistochemistry analysis of teratomas derived from wild-type and *Bmal1*−/− mESCs. Antibodies against Glial fibrillary acidic protein (ectoderm marker), cytokeratin (endoderm marker), and smooth muscle actin (mesoderm marker) were used. Scale bar is 500 μm. **(H, I)** Histogram showing quantification of the area of the images positive for indicated antibodies in teratoma immunohistochemistry analysis in (H). Mean and SEM of the analysis of 10 images are shown. Asterisk (*) indicates significant difference (t-Student < 0.05).

**Figure S2.**
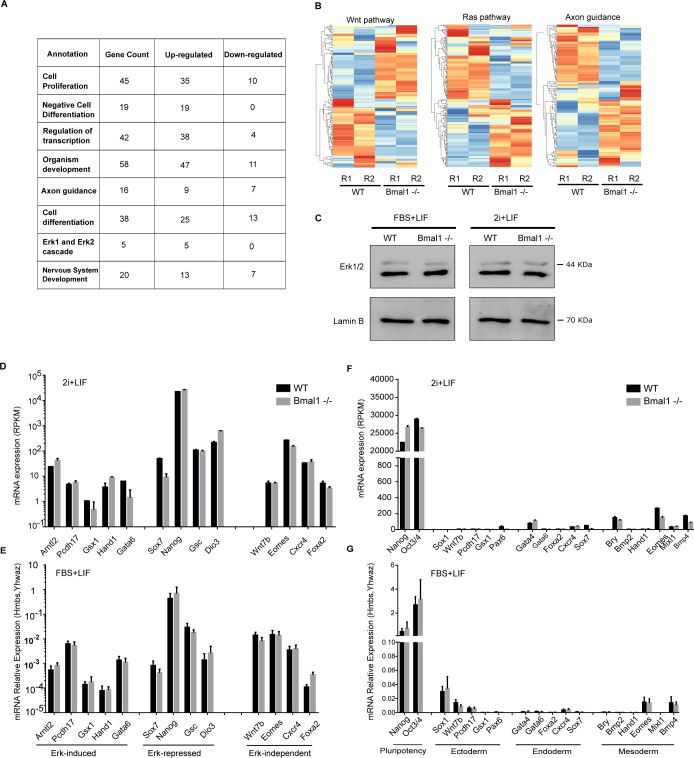
*Bmal1−/−* mouse embryonic stem cells (mESCs) display unaltered repression of lineage-specific differentiation markers. **(A)** Table displaying the tendency and number of genes deregulated in *Bmal1−/−* mESCs annotated in indicated categories. **(B)** Comparative expression analysis by mRNA-seq in *Bmal1−/−* and wild-type mESCs of genes involved in Wnt, Ras, and axon guidance signalling pathways using heat map clustering. **(C)** Western blot analysis of whole-cell extracts comparing total Erk1/2 protein levels in mESC wild-type and *Bmal1−/−* grown in FBS + LIF and 2i + LIF media. Lamin B provides a loading control. **(D)** mRNA expression as measured by mRNA-seq in naïve 2i JM8 wild-type (black bars) and *Bmal1−/−* (grey bars) mESCs of genes previously reported (Hamilton & Brickman, 2014) to be induced, repressed, or independent of Erk1/2 signalling in mESCs. **(E)** mRNA expression as measured by RT-qPCR in primed serum JM8 wild-type (black bars) and *Bmal1−/−* (grey bars) mESCs of genes previously reported (Hamilton & Brickman, 2014) to be induced, repressed, or independent of Erk1/2 signalling in mESCs. **(F)** mRNA expression as measured by mRNA-seq of representative lineage specifier genes in naïve 2i JM8 wild-type (black bars) and *Bmal1−/−* (grey bars) mESCs. Expression was normalized to *Hmbs* and *Ywhaz*. **(G)** mRNA expression as measured by RT-qPCR of representative lineage specifier genes in undifferentiated primed serum JM8 wild-type (black bars) and *Bmal1−/−* (grey bars) mESCs. Expression was normalized to *Hmbs* and *Ywhaz*. **(E, G)** Mean and SEM of three independent experiments are shown in (E, G).

We reasoned that up-regulation of Nanog protein and mis-regulation of signalling components might hinder the multi-lineage differentiation capacity of *Bmal1−/−* mESCs. We injected *Bmal1−/−* and wild-type mESCs into immunodeficient mice and assayed their ability to form teratomas and differentiate into the three germ layers. As expected, imaging analysis of teratomas using haematoxylin and eosin staining confirmed that wild-type mESCs can differentiate into tissues derived from the three germ layers. For example, we could detect skin (ectoderm), glandular tissue (endoderm), and smooth muscle (mesoderm) (Fig 3G). *Bmal1−/−* teratomas also contained tissues derived from the three germ layers, suggesting that the lack of Bmal1 does not fully block differentiation towards any the of three germ layers in vivo (Fig 3G). To complement this analysis using a quantitative approach, we performed immunohistochemistry using antibodies against glial fibrillary acidic protein (Gfap), cytokeratin, and smooth muscle actin that are well-established markers of ectoderm, endoderm, and mesoderm tissue respectively. Importantly, teratomas formed by *Bmal1−/−* cells displayed reduced labelling for Gfap, cytokeratin, and smooth muscle actin markers compared with wild-type cells (Fig 3H and I), indicating that although *Bmal1−/−* cells can produce tissue derived from the three germ layers, their differentiation potential is altered compared with wild-type cells.

We wondered whether reduced differentiation capability of *Bmal1−/−* mESCs was a consequence of abnormal expression of lineage specifier genes before teratoma formation. 

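Of 15 lineage specifier genes examined in the mRNA-seq libraries, 8 passed the filter on low values, and a 16th gene, Sox1, is not analysed here. Among ectoderm genes only Pax6 (ENSMUSG00000027168) was tested. It fell from 45.3 and 24.4 in wild-type libraries to 9.39 and 9.54 in the libraries labelled *Bmal1*−/−, a log2 fold change of −1.71 (standard error 0.35, adjusted p = 3.4e-04 from limma). Among the 3 endoderm genes tested, which had a median log2 fold change of 0.11 (camera adjusted p = 0.85), Gata4 rose from 69.5 and 85.0 to 120 and 107. Its log2 fold change was 0.55 (standard error 0.16, adjusted p = 0.0061), with an adjusted p between 0.054 and 0.068 in DESeq2, with no filter on low values and with quantile normalization. Sox7 was lower and Cxcr4 did not differ, as given for the Erk1/2 genes. The endoderm median changed sign with the filter on low values, at −0.53 for all 5 genes, and without *Bmal1*−/− replicate 2, at −0.19. The 4 mesoderm genes tested had a median of −0.56 (camera adjusted p = 0.22, fry adjusted p = 0.024). Bmp4 (ENSMUSG00000021835) fell from 163 and 180 to 90.2 and 87.7, a log2 fold change of −0.94 (standard error 0.13, adjusted p = 6.8e-06), and Eomes was lower as well. The gene T (Bry) had −0.30 (adjusted p = 0.071), with an adjusted p between 0.017 (quantile normalization, −0.44) and 0.36 (DESeq2) over the alternatives and −0.16 without wild-type replicate 1. Mixl1 had 0.30 (adjusted p = 0.33, between 0.25 and 0.93 over the alternatives), with 0.11 without wild-type replicate 1 and 0.12 without *Bmal1*−/− replicate 1. Bmp2 was near the floor, with 3.16 and 4.25 in wild-type libraries and no more than 3 reads in the others. Wnt7b, Pcdh17, Gsx1, Gata6, Foxa2 and Hand1 also had a mean under 10 normalized values. For comparison, the pluripotency gene Pou5f1 (Oct4) had a mean of 28920 in wild-type libraries and 26493 in the libraries labelled *Bmal1*−/−, and Zfp42 (Rex1) of 4236 and 3830. An adjusted p-value under 0.05 was reached by 1 ectoderm, 2 endoderm and 2 mesoderm genes over all genes tested, and by the same numbers adjusted over the list alone.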

Analysis of mRNA expression of a subset of master regulators of ectoderm (*Sox1*, *Wnt7b*, *Pcdh17*, *Gsx1*, and *Pax6*), endoderm (*Gata4*, *Gata6*, *Foxa2*, *Cxcr4*, and *Sox7*), and mesoderm (*Bry*, *Bmp2*, *Hand1*, *Eomes*, *Mixl1*, and *Bmp4*) lineages showed that *Bmal1−/−* mESCs retain repression of lineage specifier genes (Fig S2F and G). This suggests that differentiation defects found in *Bmal1−/−* teratomas are not a consequence of unscheduled transition of *Bmal1−/−* mESCs into a differentiated state, but rather mis-regulation of lineage specifier gene activation upon induction of cell differentiation.

### Bmal1 modulates multi-lineage differentiation in pluripotent cells

We compared the dynamics of lineage transition of *Bmal1−/−* and wild-type mESCs at early time points during cell differentiation using well-established in vitro systems. We induced cell differentiation by plating naïve 2i mESCs in N2B27 media growing as adherent cultures (Ying et al, 2003) and compared down-regulation of pluripotency genes and activation of differentiation markers by RT-qPCR in *Bmal1*−/− and parental wild-type cells (Fig 4A). As expected, wild-type cells down-regulated pluripotency genes (*Oct4* and *Nanog*; black bars) and induced expression of ectoderm (*Sox1*, *Wnt7b*, *Pcdh17*, *Gsx1*, and *Pax6*; blue bars), endoderm (*Gata4*, *Gata6*, *Bmp2*, *Cxcr4*, and *Sox7*; green bars), and mesoderm (*Bmp2*, *Hand1*, *Msx2*, *Eomes*, *Bmp4*, and *Mixl1*; red bars) genes after 4 d of differentiation (Figs 4B and C and S3A). Likewise, *Bmal1*−/− mESCs also down-regulated pluripotency genes and activated ectoderm genes (Figs 4B and C and S3A). However, activation of endoderm and mesoderm markers was severely hindered in differentiating *Bmal1*−/− cells (grey bars), as compared with wild-type control cells (Figs 4C and S3A).

**Figure 4.**
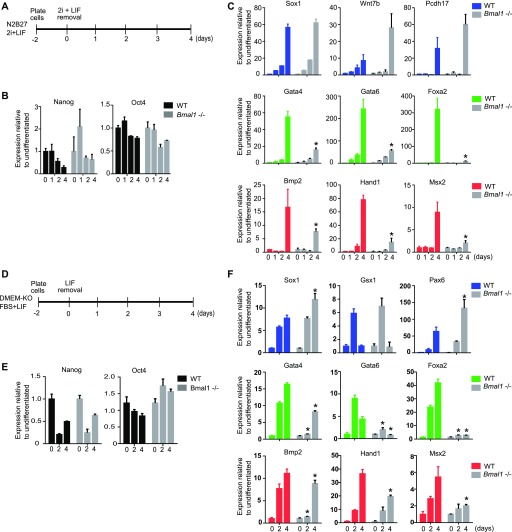
*Bmal1−/−* mouse embryonic stem cells (mESCs) display reduced induction of endoderm and mesoderm genes during monolayer cell differentiation. **(A, B, C)** Scheme of the protocol used to analyse differentiation of naïve pluripotent cells in (B, C). **(B, C)** mRNA expression of pluripotency (black), ectoderm (blue), endoderm (green), and mesoderm (red) specific genes, at indicated days during differentiation as measure by RT-qPCR in JM8 wild-type and *Bmal1*−/− (grey) mESCs. Expression was normalized to housekeeping genes *Hmbs* and *Ywhaz*. Fold change relative to time 0 is represented. **(D, E, F)** Scheme of the protocol used to analyse differentiation of primed serum pluripotent cells in (E, F). **(E, F)** mRNA expression of pluripotency (black)-, ectoderm (blue)-, endoderm (green)-, and mesoderm (red)-specific genes at indicated days during differentiation as a measure by RT-qPCR in JM8 wild-type and *Bmal1*−/− (grey) mESCs. Expression was normalized to housekeeping genes *Hmbs* and *Ywhaz*. Fold change relative to time 0 is represented. **(B, C, E, F)** Mean and SEM of three independent experiments are shown in (B, C, E, F). **(B, C, E, F)** Asterisks (*) in (B, C, E, F) indicate significant difference (T-student *P* < 0.05) between *Bmal1*−/− and JM8 parental cells at the same time point.

**Figure S3.**
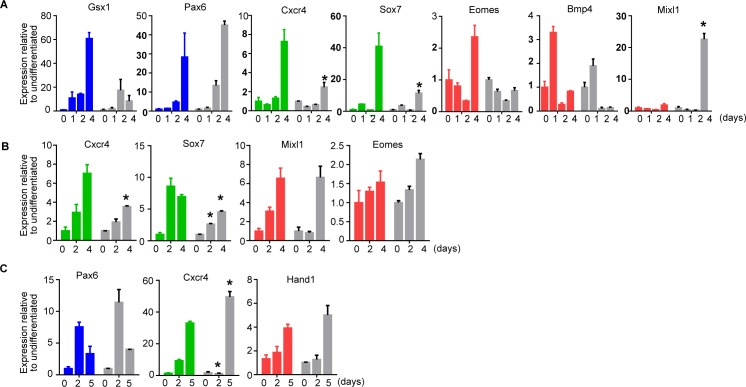
*Bmal1−/−* mouse embryonic stem cells (mESCs) show altered induction of differentiation markers during in vitro differentiation. **(A)** mRNA expression of ectoderm (blue)-, endoderm (green)-, and mesoderm (red)-specific genes at indicated days during differentiation in N2B27 (Fig 4A) as measure by RT-qPCR in JM8 wild-type and *Bmal1*−/− (grey) mESCs. Expression was normalized to housekeeping genes *Hmbs* and *Ywhaz*. Fold change relative to undifferentiated time 0 is represented. **(B)** mRNA expression of ectoderm (blue)-, endoderm (green)-, and mesoderm (red)-specific genes at indicated days during differentiation in DMEM + SBF (Fig 4D) as measured by RT-qPCR in JM8 wild-type and *Bmal1*−/− (grey) mESCs. Expression was normalized to housekeeping genes *Hmbs* and *Ywhaz*. Fold change relative to time 0 is represented. **(C)** mRNA expression of ectoderm (blue)-, endoderm (green)-, and mesoderm (red)-specific genes at indicated days during differentiation to gastrula-like organoids (Fig 5A) as measured by RT-qPCR in JM8 wild-type and *Bmal1*−/− (grey) mESCs. Expression was normalized to housekeeping genes *Hmbs* and *Ywhaz*. Fold change relative to time 0 is represented. **(A, B, C)** Mean and SEM of three independent experiments are shown in (A, B, C). Asterisks (*) indicate significant difference (T-student *P* < 0.05).

To confirm that Bmal1 is required for activation of endoderm and mesoderm genes during pluripotent cell differentiation, we compared early time points upon pluripotency exit in primed serum *Bmal1*−/− and wild-type mESCs growing as adherent cultures (Fig 4D). *Bmal1*−/− mESCs down-regulated the pluripotency gene *Nanog* (Fig 4E) and induced expression of ectoderm markers (*Sox1*, *Gsx1*, and *Pax6*) with similar kinetics to wild-type mESCs (Fig 4F). Importantly, primed serum *Bmal1*−/− mESCs showed hindered activation of endoderm (*Gata4*, *Gata6*, *Foxa2*, *Cxcr4*, and *Sox7*) and mesoderm markers (*Bmp2*, *Hand1*, and *Msx2*) (Figs 4F and S3B). Taken together, these results indicate that Bmal1 is required to modulate multi-lineage differentiation in pluripotent mESCs and indicate that its activity favours endoderm and mesoderm specification.

### Bmal1 is required for the formation of gastrula-like organoids

To further examine the altered differentiation capacity of *Bmal1*−/− mESCs, we analysed their ability to differentiate and produce gastrula-like organoids (gastruloids) in vitro (Beccari et al, 2018). *Bmal1*−/− and wild-type mESCs were plated in low-attachment conditions to induce the formation of gastruloids, and their morphology and gene expression profile was compared during 5 d of differentiation. Compared with wild-type mESCs, *Bmal1*−/− cells formed smaller (average diameter on day 5 in wild-type is 371 ± 40 μm compared with *Bmal1−/−* 160 ± 16 μm) and less dense-looking three-dimensional structures during the course of the experiment (Fig 5A, white arrows). Analysis of mRNA expression revealed that differentiating *Bmal1*−/− mESCs down-regulated pluripotency genes (*Oct4* and *Nanog*) and induced the activation of ectoderm genes (*Sox1*, *Gsx1*, *Wnt7*, and *Pax6*) at a similar or even more accused rate than parental control cells (Figs 5B and C and S3C). In contrast, *Bmal1*−/− differentiating gastruloids showed minor induction of endoderm (*Gata4*, *Gata6*, and *Foxa2*) and mesoderm (*Bmp2*, *Msx2*, and *Mixl1*) genes compared with parental control cells (Figs 5D and E and S3C). Thus, we concluded that *Bmal1*−/− mESCs consistently fail to activate endoderm and mesoderm genes upon pluripotency exit in all cell differentiation systems tested.

**Figure 5.**
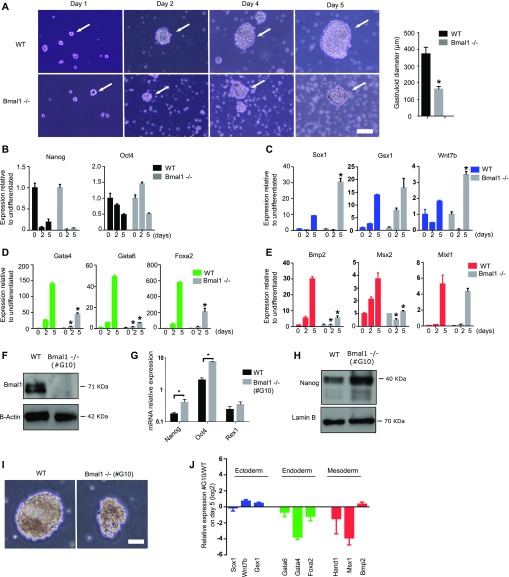
*Bmal1−/−* mouse embryonic stem cells (mESCs) display altered formation of gastrula-like organoids. **(A)** Microscopic images of *Bmal1*−/− and JM8 wild-type mESCs during differentiation into gastruloids at indicated time points. White arrows indicate the position of the developing gastruloid. Scale bar is 50 μm. Histogram shows the average diameter of wild-type and *Bmal1−/−* gastruloids on day five. **(B, C, D, E)** mRNA expression of pluripotency (black)-, ectoderm (blue)-, endoderm (green)-, and mesoderm (red)-specific genes at indicated days during gastruloid formation as measure by RT-qPCR in JM8 wild-type and *Bmal1*−/− (grey) mESCs. Expression was normalized to *Hmbs* and *Ywhaz*. Fold change relative to undifferentiated cells at time cero is represented. **(F)** Western blot analysis of Bmal1 protein using whole-cell extracts of *Bmal1−/−* (clone #G10) and wildtype mESCs. B-actin provide a loading control. **(G)** mRNA expression analysis of pluripotency markers *Nanog*, *Oct4*, and *Rex1* in Bmal1−/− (clone #G10) and JM8 wild-type mESCs by RT-qPCR. Expression was normalized to *Hmbs* and *Ywhaz*. **(H)** Western blot analysis of Nanog protein using whole-cell extracts of *Bmal1−/−* (clone #G10) and wild-type mESCs. Lamin B provide a loading control. **(I)** Microscopic images of gastruloids generated at day five by Bmal1−/− (clone #G10) and JM8 wild-type mESCs. Scale bar is 100 μm. **(J)** mRNA expression of ectoderm (blue)-, endoderm (green)-, and mesoderm (red)-specific genes on day five of gastruloid differentiation as measured by RT-qPCR in JM8 wild-type and Bmal1−/− (clone #G10) mESCs. Expression was normalized to Hmbs and Ywhaz. Fold change of Bmal1−/− #G10 relative to wild-type is represented. **(B, C, D, E, G, J)** Mean and SEM of three independent experiments are shown in (B, C, D, E, G, J). Asterisks (*) indicate significant difference (T-student *P* < 0.05).

To confirm that the phenotype of *Bmal1*−/− mESCs is a consequence of Bmal1 protein depletion and is not linked to a CRISPR/Cas9 off-target effect, we derived an independent clonal population of *Bmal1−/−* mESCs (clone #G10). Genotyping confirmed that these cells are homozygous mutant for a deletion of four nucleotides in exon 5 in both alleles of the *Bmal1* gene that result in a frameshift and premature stop codon at the beginning of the open reading frame (Fig S4A). *Bmal1*−/− (clone #G10) did not express detectable levels of Bmal1 protein (Fig 5F), and similarly to the previously characterized *Bmal1−/−* mutant (Fig 2), *Bmal1−/−* (clone #G10) grown in the 2i + LIF medium formed typical tight three-dimensional colonies (Fig S4B) and expressed normal, or slightly increased, levels of the pluripotency-associated transcription factors *Nanog*, *Oct4*, and *Rex1* (Fig 5G). Importantly, *Bmal1−/−* (clone #G10) mESCs also displayed higher levels of Nanog protein than wild-type parental controls (Fig 5H) phenocopying the previous *Bmal1−/−* cells. In addition, analysis of the differentiation potential of *Bmal1−/−* (clone #G10) further confirmed that the lack of Bmal1 protein results in the formation of smaller gastruloids (Figs 5I and S4C) that can down-regulate pluripotency markers and up-regulate ectoderm genes but have compromised induction of endoderm and mesoderm markers (Figs 5J and S4D). Taken together, these analyses confirm that Bmal1 regulates Nanog expression and the multi-lineage potential of pluripotent cells and suggest that Bmal1 is required for formation of endoderm and mesoderm tissue during embryo development.

**Figure S4.**
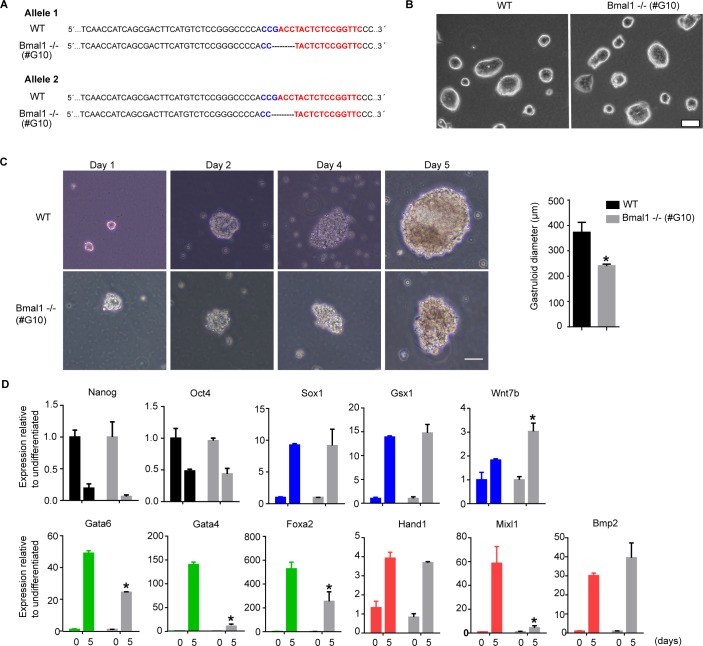
*Bmal1−/−* (clone #G10) mouse embryonic stem cells (mESCs) display altered formation of gastrula-like organoids. **(A)** Alignment of DNA sequences of the *Bmal1* gene upon genotyping of *Bmal1*−/− (clone #G10) mESCs obtained using CRISPR/Cas9. DNA regions targeted by the guide RNA are indicated in red. **(B)** Microscopy images of wild-type *Bmal1−/−* (clone #G10) and JM8 wild-type mESCs grown in the 2i + LIF medium. Scale bar is 100 μm. **(C)** Microscopic images of gastruloid formation at indicated time points in *Bmal1−/−* (clone #G10) and JM8 wild-type mESCs. Scale bar is 100 μm. Histogram shows the average diameter of wild-type and *Bmal1−/−* (clone #G10) gastruloids on day five. **(D)** mRNA expression of pluripotency (black)-, ectoderm (blue)-, endoderm (green)-, and mesoderm (red)-specific genes at indicated days during gastruloid differentiation as measured by RT-qPCR in JM8 wild-type and *Bmal1*−/− (clone #G10) (grey) mESCs. Expression was normalized to *Hmbs* and *Ywhaz*. Fold change relative to undifferentiated cells at time zero is represented. Mean and SEM of three independent experiments are shown. Asterisks (*) indicate significant difference (T-student *P* < 0.05).

## Discussion

The most important discovery in this study is that the molecular clock protein Bmal1 is required for correct multi-lineage cell differentiation in pluripotent cells. This finding is interesting for the fields of circadian biology and pluripotency. It is currently not clear whether circadian proteins are expressed or not in pluripotent cells (Lu et al, 2016; Umemura et al, 2017), and therefore, our study is important to establish that the core component of the molecular clock Bmal1 is expressed in mESCs and that it has a functional role. Complementarily, our study show that circadian proteins are novel regulators of pluripotent biology and cell differentiation.

We show that Bmal1 regulates cell differentiation in mESCs where circadian rhythms cannot be detected using standard approaches (Kowalska et al, 2010; Yagita et al, 2010). Thus, our study support that during early development, the molecular clock carries out a novel and uncharacterized molecular function that does not rely in the canonical oscillatory production of gene transcripts. Therefore, an important question that arises from our study is what is the molecular function of Bmal1 in mESCs and whether it is carried out in coordination with the rest of the machinery of the molecular clock. Although there is evidence supporting the absence of circadian oscillations in pluripotent cells (Kowalska et al, 2010; Yagita et al, 2010), it is not clear whether the lack of circadian rhythms is a consequence of the absence of Clock protein; conflicting reports show that Clock protein is present (Lu et al, 2016) or degraded by posttranslational mechanisms (Umemura et al, 2017) in mESCs. Although this study cannot solve this discrepancy, our results indicate that the function of Bmal1 in mESCs might be different from the typical transcriptional regulation exerted in coordination with Clock in other tissues because depletion of Bmal1 in mESCs leads to up-regulation of gene transcripts, suggesting Bmal1 is unexpectedly acting as a transcriptional repressor. Further studies will be needed to address this important aspect and clarify what is the molecular function of Bmal1 in the regulation of pluripotency.

Mice lacking Bmal1 from conception are viable and show a pleiotropic phenotype including loss of circadian rhythms, an acceleration of aging, and shortened life span (Bunger et al, 2000; Kondratov et al, 2006). Strikingly, a current report by the FitzGerald Lab shows that most of this phenotype is a consequence of the function of Bmal1 during embryo development (Yang et al, 2016). Our findings might help explain these interesting observations. *Bmal1*−/− mESCs do not show a severe block in cell differentiation, but instead they show milder defects that result in unbalanced regulation of lineage choice during cell differentiation. This type of defects during early embryo development might allow the formation of viable newborns in *Bmal1*−/− mice that accumulate widespread minor developmental defects that will cause tissue misfunctioning during adult life, in agreement with reported phenotypes in life span, fertility, body weight, blood glucose and arthropathy, atherosclerosis, and hair growth (Kondratov et al, 2006; Yang et al, 2016). In this context, it is important to note that given that the differentiation phenotype of *Bmal1*−/− mESCs is associated to altered cell signalling, it is likely that developmental defects observed in our in vitro differentiation systems are partially ameliorated during embryo development because of compensatory mechanism that take place in vivo and, thus, facilitate full gestation of *Bmal1*−/− mice.

In summary, our study provides solid proof that the core molecular clock component Bmal1 is expressed in pluripotent cells and that it regulates pluripotent cell differentiation. This suggests the existence of an uncharacterized function of the molecular clock that is essential for pluripotency execution and proper embryo development in mammals. Similar conclusions were drawn from an independently performed study, which recently came to our attention (Ameneiro et al, 2020).

## Materials and Methods

### mESC culture and differentiation

JM8 mESCs derived from the mouse strain C57BL6/N were cultured in primed serum conditions as previously described (Landeira et al, 2015); DMEM KO (Gibco) media supplemented with 10% FCS (Gibco), LIF, penicillin/streptomycin (Gibco), L-glutamine (Gibco), and 2-mercaptoethanol (Gibco). Ground-state 2i mESCs were grown in serum-free 2i media as described previously (Ying et al, 2008): N2B27 supplemented with MEK inhibitor PD0325901 (1 μM) (Millipore) and GSK3 inhibitor CHIR99021 (3 μM) (Millipore) in the presence of LIF. Both serum-grown and 2i-grown mESCs were cultured feeder free on 0.1% gelatin-coated dishes at 37°C and 5% CO_2_.

Neural stem cell cultures were derived from primed serum JM8 mESCs as previously described (Conti et al, 2005). Ground-state 2i JM8 and Bmal1−/− cells (1 × 10^5^ cells in six well plates) were differentiated as a monolayer as described previously (Ying et al, 2003). JM8 and Bmal1−/− cells growing in serum (12,500 cells/cm^2^) were differentiated by LIF removal as a monolayer as previously described (Landeira et al, 2010). Primed serum JM8 and Bmal1−/− cells (1 × 10^4^ cells/ml) were induced to form gastrula-like organoids (gastruloids) as described elsewhere (Beccari et al, 2018).

### Teratoma formation and analysis

One million cells of each cell line were resuspended in 250 μl of PBS and injected subcutaneously into the flanks of NOD/SCID IL-2Rγ−/− mice in the animal experimentation unit of the University of Granada. 5 wk later, the mice developed tumours that were removed, rinsed with PBS, fixed, and embedded in paraffin at the Biobank of Andalusia Public Health System. Tissue sections were cut and processed for haematoxylin and eosin staining or for immunohistochemistry staining with Anti-Human Smooth Muscle Actin (IR611; Dako), Ms Anti-Human Cytokeratin Clone AE1/AE3 (IR053; Dako), and Rb Anti-Human Glial Fibrillary Acidic Protein (IR 624; Dako). Species-specific secondary antibodies conjugated with peroxidase were used (EnVision Flex/HPR SM802; Dako). Immunohistochemistry staining images were quantified measuring the area that was positive for the signal of the antibody. For each staining, 10 images were quantified using Image J, averaged, and tested statistically using *t* test.

### Derivation of *Bmal1*−/− mESCs

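In NCBIM37 (mm9), *Bmal1* (Arntl) covers chromosome 7 from 120350979 to 120457636 on the plus strand, and the longest of its 3 annotated transcripts has 21 exons. The guide sequence GAACCGGAGAGTAGGTCGGT matched position 120424237 to 120424256 on the minus strand, followed by the protospacer-adjacent motif GGG. The site lies within exon 5 (120424164 to 120424316), and its first base on the plus strand is 60 bases after the first base of the start codon (120424177), so that it is coding sequence. On the plus strand the region reads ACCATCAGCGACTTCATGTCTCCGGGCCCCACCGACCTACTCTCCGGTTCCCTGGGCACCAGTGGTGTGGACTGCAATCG. The primers used for genotyping, TCTGCCTGGCTTATTCTTCC and AGTGCTGCTGGCCATTTAAG, matched introns on either side of exon 5, at 120423679 to 120423698 and at 120424461 to 120424480. The primers used for RT-qPCR of *Bmal1* matched exon 19 (120452182 to 120452199) and exon 20 (120456313 to 120456332), downstream of the guide site.

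**Figure D4:**
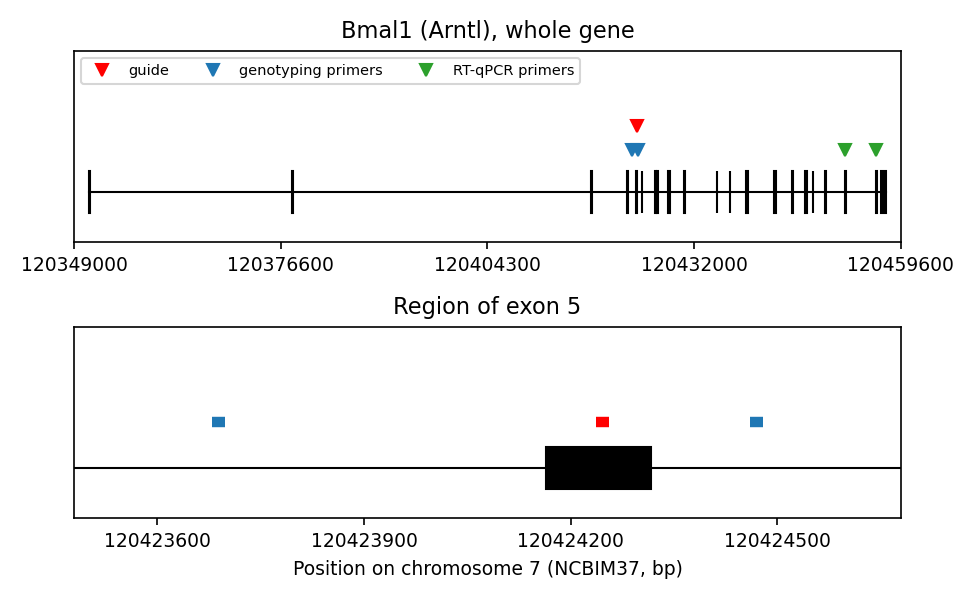
Map of *Bmal1* (Arntl) on chromosome 7 of NCBIM37, with position in bp on the horizontal axis; the upper panel shows the whole gene and the lower panel the region of exon 5. Black boxes are exons, and coloured markers are the guide, the genotyping primers and the RT-qPCR primers; the guide lies in exon 5 and the RT-qPCR primers in exons 19 and 20.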

Single-guide RNA sequences (Oligo 1: 5′-CACCGAACCGGAGAGTAGGTCGGT-3′, Oligo 2: 5′-AAACACCGACCTACTCTCCGGTTC-3′) were designed using CRISPR design tool and cloned into PX458 plasmid (Ran et al, 2013) upon testing with surveyor mutation detection kit (IDT). JM8 mESCs were transfected using lipofectamine 2000 (Thermo Fisher Scientific). Cells positive for GFP expression were sorted using flow cytometry and plated at serial dilutions to obtain isolated clonal colonies. DNA of 12 genetic clones was PCR-amplified (5′-TCTGCCTGGCTTATTCTTCC-3′ and 5′-AGTGCTGCTGGCCATTTAAG-3′) and sequenced upon pGEM-T (Promega) cloning. Four genetic clones showed mutations in both alleles and in the one containing mutation that produced a shorter version of Bmal1 protein was further characterized by RT-qPCR and Western blot.

### RT-qPCR and immunofluorescence

RNA was isolated using Trizol reagent (Thermo Fisher Scientific), reverse transcribed using RevertAid Frist Strand cDNA Synthesis kit (Thermo Fisher Scientific), and analysed by SYBRG real-time PCR using GoTaq qPCR Master Mix (Promega). Primers used are provided in Table S1.

Table S1 Sequences of primers used in RT-qPCR and CRISPR-Cas9 experiments.

Immunofluorescence analysis of mESCs colonies was carried out as described previously (Landeira et al, 2015). Briefly, the cells were fixed for 20 min in 2% paraformaldehyde, permeabilized 5 min in 0.4% Triton-X100, and blocked for 30 min in phosphate buffer saline supplemented with 0.05% Tween 20, 2.5% bovine serum albumin, and 10% goat serum. Primary antibodies used were Ms anti-Oct4 (611202; BD Biosciences), Rb anti-Nanog (RCAB002P-F; Cosmo Bio), and Ms anti-Nestin (MAB353; Merck). Secondary antibodies used were goat antimouse Alexa Fluor 488 (A-11001; Thermo Fisher Scientific) and goat antirabbit Alexa Fluor 555 (A-21429; Thermo Fisher Scientific). Slides were imaged by widefield fluorescence microscope Zeiss Axio Imager and images were analysed using Image J.

### Cell fractionation and Western blots

Separation of cytosol and nucleus fractions was carried out by resuspending 4 × 10^6^ cells in 80 μl of cell lysis buffer, pH 7.9 (10 mM Hepes, 10 mM KCl, 100 μM EGTA, 100 μM EDTA, and freshly added 1 mM DTT, 1 mM PMSF, and protease inhibitors). After 15-min incubation on ice, 10 μl of cell lysis buffer with NP40 10% was added. Cytoplasmic supernatant was recovered by spinning at 16,200*g*, 4°C for 5 min. Pelleted nuclei were resuspended in 80 μl of nuclear lysis buffer (20 mM Hepes, 400 mM NaCl, 1 mM EGTA, 1 mM EDTA, and freshly added 1 mM DTT, 0.5 mM PMSF, and protease inhibitors). Soluble nuclear supernatant was recovered by spinning at 13,000 rpm, 4°C for 5 min. Cytoplasmic and nuclear fractions were mixed with equal volumes of 2× Laemmli loading buffer. In experiments where cell fractionation was not carried out, Western blots were carried out in whole-cell extracts lysed with 2× Laemmli loading buffer and using standard procedures. The following primary antibodies were used: Ms anti-Oct4 (611202; BD Biosciences), Rb anti-Nanog (RCAB002P-F; Cosmo Bio), Gt anti–Lamin B (SC-6216; Santa Cruz), Ms anti-ActB (A4700; Sigma-Aldrich), Rb anti-Bmal1 (ab93806; Abcam), Ms anti-MAP Kinase 2 (05-157; Merck), and Rb anti-Ezh2 (C15410039; Diagenode). Secondary species-specific antibodies conjugated to horseradish peroxidase were used: anti-rabbit-HRP (NA931; GE Healthcare), anti-mouse-HRP (NA931; GE Healthcare), and anti-goat-HRP (ab97110; Abcam). Clarity Western ECL reagents (Bio-Rad) was used for detection.

### mRNA-seq and bioinformatic analysis

Total RNA of JM8 wild-type and Bmal1−/− mESCs growing in the 2i + LIF medium was isolated using Trizol (Thermo Fisher Scientific), and mRNA library preparation was carried out using TruSeq Stranded mRNA kit (Illumina). 30 million 75-bp paired end reads were analysed per sample. Two biological replicates were carried out for each cell line. Library preparation and Illumina sequencing was carried out at National Center for Genomic Analysis-Center for Genomic Regulation (CNAG-CRG). Raw FASTQ files were quality filtered and aligned to the mouse genome (version mm9) using STAR 2.5.2 (Dobin & Gingeras, 2015). Gene expression was normalized with trimmed mean of M values (Robinson & Oshlack, 2010) implemented in NOISeq R package (Tarazona et al, 2015). Differential expression analysis was performed with DESeq2 package (Love et al, 2014). MA plot was generated with edgeR (McCarthy et al, 2012) and heat maps were generated with pheatmap package. mRNA of deregulated genes (log2 fold change greater than 1 or smaller than −1 and adjusted *P*-value < 0.05) were used as input gene lists in DAVID bioinformatic gene enrichment analysis. List of differentially expressed genes is provided in Table S1.

Single-cell RNA expression of Bmal1 and Oct4 in developing blastocysts was extracted from published data (Deng et al, 2014). The cells were classified by the level of expression of Oct4 in four quartile groups (Oct4 low correspond to bottom quartile and Oct4 high corresponds to top quartile), and average expression of Bmal1 was plotted.

### Data access

Datasets are available at GEO-NCBI with accession number GSE134884 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134884).

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

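The data are mRNA-seq of mESCs of the JM8 line in 2i + LIF medium, with 2 libraries labelled wild-type and 2 labelled *Bmal1*−/−, all 4 libraries of the series. The authors aligned paired 75-bp reads to mm9, counted them per gene and deposited a table of 37310 genes by 4 libraries. Its values are a normalized signal made by the authors before deposit: the read count of a gene divided by a scaling factor of its library (TMM), neither a log2 value nor a whole count. Each library's values were whole multiples of 1 number (tolerance 0.01 of a read), so whole reads could be recovered for 100% of the values. Reads on genes were 21737170 and 21504265 for wild-type and 23329034 and 23021702 for *Bmal1*−/−. At this depth a floor of 3 reads corresponded to normalized values of 2.82 to 3.19. The 10 genes with most reads held between 5.55% and 5.96% of a library.

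Counts, medians and gene lists rest on limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, 18.1 prior degrees of freedom), on log2(value + 1), for genes with a mean of at least 10 over the 4 libraries. A gene was called differentially expressed with an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p-value under 0.05. All comparisons are 2 libraries against 2, with no covariate. A fold change against a label whose 2 libraries held 3 reads or fewer is given as a lower bound against 3 reads. Set tests used camera with a preset correlation of 0.01 and fry, for lists with at least 3 genes tested; pathway lists were also tested with Fisher's exact test, 2-sided. Each family of lists was adjusted by itself: 6 pathway lists, 11 lists used only in the closing section, the Erk1/2 lists and the lineage lists. The 11 lists are two-cell-like, germline, primitive endoderm, imprinted, Y-linked, trophoblast, naive pluripotency, primed pluripotency, Erk immediate response, neural and fibroblast genes. These lists, the pathway lists and the clock list were written by hand from general knowledge and are not those of a database; 11 list genes were matched through an older symbol. Chromosome medians were compared with 10000 random gene sets. Intervals on shares are Wilson 95% intervals.

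Genes named are those the paper names in its text or in Fig S2D and F, the 10 highest and the 10 lowest log2 fold changes among the differentially expressed genes that changed the same way in both replicates, and genes of the hand-written lists where a list is reported. Sox1 and 1 other gene the paper names are not analysed here.

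The tests were tried on simulated data with 200 changed genes, drawn with the means and dispersions of these libraries. All 200 were changed by more than 2-fold, in equal numbers up and down, so the recovery of smaller changes was not tried. Limma recovered 191 of the 200 (95.5%) and called 12 unchanged genes at an adjusted p-value under 0.05, and edgeR gave the same 2 counts. DESeq2 recovered 177 (88.5%) and called 0 unchanged genes. Camera was tried on a set of 20 genes all raised by more than 2-fold, which it picked out, and on a set of 20 unchanged genes, which it did not. Lists with smaller changes were not tried.

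Alternatives were no filter on low values, a mean of at least 1 or of at least 100, a pseudocount of 0.5 or 10, median-ratio size factors, equal library totals or quantile normalization in place of the authors' scaling, limma without the trend, the replicate number as a block, each library left out in turn, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on the whole reads, no fold threshold, and limits of 3 and 100 for an active gene. These, the tests of the comparisons and the lists were chosen before the data were examined. DESeq2 with no filter on low values was chosen after seeing the data. The guide and primers were matched to the NCBIM37 genome with its GENCODE annotation. Reading of the table, sequence matching and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

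The raw reads, the functional category lists, and the RT-qPCR, Western blot, imaging and differentiation experiments were not analysed here. The libraries give no batch, and each label stands for 1 line, so that a difference between lines other than *Bmal1* cannot be separated from the genotype.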

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

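The tests of other scalings, of shared copies, of fibroblasts and of the shares of two-cell-like and primitive endoderm-like cells were chosen only after the result was seen; those of depth, of GC content and length and of lines were not.

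By camera, 3 of the 11 lists, which hold 2 genes the paper names, had an adjusted p-value under 0.05; by fry, 8 of the 11 did, and the other 5 are under the other observations. The 20 two-cell-like genes tested had a median log2 fold change of 3.33, and 19 of them were differentially expressed and higher in both libraries labelled *Bmal1*−/− (camera adjusted p = 2.5e-17, fry adjusted p = 0.0052; camera adjusted p between 3.0e-47 and 2.0e-12 over the alternatives). An adjusted p-value under 0.05 was reached by 20 genes over all genes tested and by 20 adjusted over the list alone. Zscan4c rose from 43.2 and 60.6 to 730 and 709 (log2 fold change 3.79), Zfp352 by 3.46, Tmem92-ps by 3.58 and Zfp809 by 1.22. Dux, under the filter on low values, was at least 3.73-fold higher. Eif1a, with 6931 and 6902 in wild-type libraries, was lower (−0.16). Of the 20 genes, 14 had a wild-type mean of at least 10, 0 are in another list and 0 are named by the paper.

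Against technical causes, the median less that of all genes was 3.23 or more under 3 other scalings. It was 3.39 after each library was thinned to 21504265 reads and 3.41 with the trend on GC content and gene length removed, a correction that shifted 5280 genes by over 0.1. Many of these genes have near-identical copies, so that values of single members are uncertain. The 10 genes with at least 80% of their 75-base windows in no protein-coding transcript of another gene had a median of 3.31. This argues against reads shared among protein-coding transcripts. Copies elsewhere in the genome were not compared, so reads shared with them stay open. Embryonic fibroblasts among the cells are argued against by Col1a2, Col3a1, Dcn and Lum, which had at most 1 read in a library labelled *Bmal1*−/−. A candidate explanation is a larger share of two-cell-like cells in the *Bmal1*−/− cultures. It predicts 1 common factor. Of the 10 genes that passed the limit on windows, the 8 with a wild-type mean under 100 had log2 fold changes of 3.23 to 3.61 in DESeq2 (common value 3.48, Cochran's Q p = 0.973, a chi-square test on 8 genes). The limit on the wild-type mean left out Zfp809 and Eif1a, which also passed the limit on windows but did not share this value, as given above. With a median standard error of 0.26, the test cannot exclude unequal factors, so it does not decide for this explanation. The values of the 8 genes would also come from a common regulator within all cells. A difference between lines other than *Bmal1* cannot be told apart from it, since genotype and line go together in all 4 libraries.

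The 22 germline genes tested had a median log2 fold change of 0.46 (camera adjusted p = 0.012, fry adjusted p = 0.013). Of these, 18 were higher and 4 lower; 4 were differentially expressed and higher (Dazl 1.86, Brdt 2.03, Rpl10l 1.04, Dpep3 1.13) and 2 lower (Rhox6 −1.65, Rhox9 −2.19). Over all genes tested, 12 had an adjusted p-value under 0.05, and 15 did adjusted over the list alone. All 22 had a wild-type mean of at least 10, 0 are in another list and 0 are named by the paper. The adjusted p of the list was 0.0107 after thinning and 0.0031 with the trend on GC content and gene length removed, which argues against depth, GC content and length as the whole cause. Under quantile normalization it was 0.0502 (0.0036 to 0.0502 over the alternatives), so the authors' scaling of the libraries stays open, as does a difference between lines other than *Bmal1*, with genotype and line together in all 4 libraries.

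The 14 primitive endoderm genes tested had a median log2 fold change of 0.83 (camera adjusted p = 0.012, fry adjusted p = 0.0040). Of these, 6 were differentially expressed and higher (Col4a2 1.56, Col4a1 1.44, Lamb1 1.42, Sox17 1.27, Lrp2 1.11, Srgn 1.02), and Sox7 was lower. In this list 12 genes had an adjusted p-value under 0.05, and 12 did adjusted over the list alone. All 14 had a wild-type mean of at least 10, 9 are also in another list and 2 are named by the paper. The adjusted p of the list was at most 0.0257 under 3 other scalings, 0.0107 after thinning and 0.0093 with the trend on GC content and gene length removed. It depended on the filter: with no filter on low values it was 0.30 (0.0036 to 0.30 over the alternatives). More primitive endoderm-like cells would raise these genes together. Serpinh1 (−0.86) and Sox7 (−2.41) were lower at an adjusted p-value under 0.05, 2 genes, and by the criterion first written this count argued against such cells. The criterion was then changed, after this result was seen, to genes with a wild-type mean under 1000, since a higher baseline can hide a small share of cells. Serpinh1 has a wild-type mean of 2643, which leaves 1 gene, Sox7, and by the changed criterion the explanation stays open. The conclusion therefore rests on which criterion is used. A difference between lines other than *Bmal1* also stays open, with genotype and line together in all 4 libraries.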

How the results depend on the processing

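The alternatives of the processing summary were each tried by themselves. Over the 2-fold and adjusted p thresholds, the share of higher genes stayed above 60%, and the PI3K odds ratio above 1, in the alternatives that used all 4 libraries and gave these values; neither was computed with a library left out. The two-cell-like list stayed higher in the alternatives run for it, those with a library left out among them, with a median between 3.03 and 3.46, as did the clock list, between 0.22 and 0.45. The causes of the changes below were not tested, except where fewer or more genes were tested by construction.

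With no fold threshold, 7639 genes were differentially expressed, 45.7% of them higher, and the Wnt odds ratio was 1.28 (adjusted p = 0.28, 0.28 to 1 over the alternatives). Active genes made up 94.6% with a limit of 3 and 15.1% with a limit of 100.

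With no filter on low values, which adds genes with few reads, 83.2% of differentially expressed genes were higher and 49.3% of these active. The medians were 0.20 for Erk1/2-induced, −0.27 for Erk1/2-independent, −0.28 for ectoderm and −0.53 for endoderm genes, the last the other way. The primitive endoderm list fell to 0.55 and the odds ratios were 0.909 for MAPK and 1.22 for Wnt, both on the other side of 1. With a mean of at least 1, the shares were 82.5% and 47.5%, the medians −0.27 (Erk1/2-independent), −0.0029 (ectoderm), −0.53 (endoderm) and 0.053 (trophoblast), the primitive endoderm list 0.65 (adjusted p = 0.11), and the odds ratios 2.03 for PI3K (adjusted p = 0.081), 0.914 for MAPK and 1.17 for Wnt. With a mean of at least 100, which leaves out genes with few reads, 318 genes were differentially expressed, 237 higher and 81 lower (74.5% higher, 99.2% of these active). Erk1/2-repressed genes had 0.25 (adjusted p = 0.037), Erk1/2-independent −0.83, trophoblast 0.15, MAPK an odds ratio of 0.840, chromosome 17 −0.036 and chromosome X 0.022.

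The MAPK odds ratio was 0.994 with a pseudocount of 0.5. With a pseudocount of 10 it was 0.669, 135 genes were lower, 69.4% of higher genes active and the ectoderm median −1.16. Median-ratio size factors gave 0.998 for MAPK and 0.977 for pluripotency signalling. Equal library totals gave 83.7% higher genes, 0.015 for trophoblast, 0.871 for MAPK and 0.961 for Ras. With quantile normalization 384 genes were lower and 60.7% higher; Erk1/2-independent genes had −0.53, endoderm −0.14, germline 0.26 (adjusted p = 0.0502), naive pluripotency 0.034, Slc1a3 −0.031, Cxcr4 −0.14 and Per3 −0.21. Limma without the trend gave 69.6% active and 0.931 for MAPK. On whole reads, edgeR gave a neural list past the threshold (−0.13, adjusted p = 0.015; 0.015 to 0.31 over the alternatives), 0.966 for MAPK and 0.946 for pluripotency signalling. DESeq2 gave 82.5% higher genes, 73.0% active, neural −0.13 (adjusted p = 0.018), 0.768 for MAPK and 0.895 for pluripotency signalling. With no filter, chosen after seeing the data, DESeq2 gave 82.2% higher genes.

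With the replicate number as a block, 1056 genes were differentially expressed (844 higher, 212 lower), and the neural list had −0.16 (adjusted p = 0.016); the numbers are not known to pair the libraries, so this pairing is left out of the ranges of adjusted p-values.

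Across the 4 fits that each left out 1 library, which give values and no test, the medians ran from −0.64 to −0.48 for mesoderm, 0.34 to 0.51 for germline, 0.77 to 0.81 for primitive endoderm, −0.27 to 0.0013 for primed pluripotency and −0.27 to −0.060 for neural genes. Without wild-type replicate 1 the primed list was 0.0013. Without *Bmal1*−/− replicate 1 the neural list was −0.27, the endoderm list 0.42 and the Erk1/2-repressed list 0.12; without *Bmal1*−/− replicate 2 they were −0.060, −0.19 and −0.02.

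Among the values of single genes and of counts without a test, 11 moved by more than the replicate spread, 42 were no longer past the threshold, 3 newly past it and 3 went the other way (Slc1a3, Cxcr4 and Per3, above). The other 734 neither crossed the threshold nor moved beyond the replicate spread, but among them some near 0 changed sign with 1 library left out: Per1 (−0.04) and Per3 (−0.04) without wild-type replicate 2, and Cxcr4 (−0.19) and Per3 (−0.11) without *Bmal1*−/− replicate 2. No set test was run on a list with fewer than 3 genes tested. The table holds normalized values. Apart from edgeR and DESeq2 on the recovered whole reads, the alternatives for a table of whole counts were therefore not run. Depth limits the genes with few reads: where both libraries of a label held 3 reads or fewer, a fold is a lower bound.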

Differences from the paper's values

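The paper's counts are 854 differentially expressed genes, 689 up-regulated, and a share of 80.6%. The values here, 1046, 835 and 79.8%, lie within 1.5 times of these. Among the alternatives set before the data were examined, DESeq2, the paper's tool, gave 862, 711 and 82.5%; with no filter on low values, a setting chosen after seeing the values, it gave 878, 722 and 82.2%. Away from the paper's counts by more than 1.5 times were no fold threshold (7639 genes, 45.7% higher), a mean of at least 1 (1370 genes, 1130 higher) and a mean of at least 100 (318 genes, 237 higher).

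The bars of Fig S2 were first read by eye and then measured on the image, both after the deposited values were known, so they are no independent reading. Their axis is given as RPKM, while 16 bars came to between 1.00 and 1.15 times the deposited values and 28.6 to 107 times RPKM computed from the reads and exon lengths. On the deposited scale Nanog is about 23000 in wild-type and about 27000 in *Bmal1*−/− cells in Fig S2, read by eye, against 22422 and 26719. Sox7 is about 53 and about 9.3 in Fig S2, read by eye, against 49.2 and 9.02. Without *Bmal1*−/− replicate 2, the *Bmal1*−/− value was 5.64.

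The paper states that *Bmal1* mRNA was not detected by RT-qPCR in *Bmal1*−/− cells (Fig 2D). In the libraries labelled *Bmal1*−/− Arntl had 81.2% of its wild-type value. The paper states that Erk1/2 target genes were not affected. Sox7 (−2.41), Dio3 (1.53) and Nanog (0.25) differed, with limma adjusted p-values under 0.05. So did Arntl2 (0.77), with an adjusted p between 0.0098 and 0.13 over the alternatives, and Eomes (−0.83) among the genes shown as independent. Sox7, Dio3 and Nanog, shown as repressed, moved in opposite directions, and 15 Erk immediate response genes had a median of 0.05 (camera adjusted p = 0.90). Both lines grew with the Mek inhibitor, so these differences do not show a change in Erk1/2 signalling. The paper's RT-qPCR of these genes in serum was not analysed here.

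The paper states that most up-regulated genes were already active in wild-type cells, without a limit. The share was 65.4% from a mean of 10, 94.6% from 3 and 15.1% from 100, and 49.3% from 10 with no filter on low values. In DESeq2 it was 73.0% from 10, and 67.6% with no filter on low values, a setting chosen after seeing the values. The paper reports enrichment of the MAPK and Wnt pathways by its own tool. In the hand-written lists, which are not the same lists, the odds ratios were 1.01 and 0.93 (adjusted p = 1 for both, 0.17 to 1 and 0.28 to 1 over the alternatives). The paper states that lineage specifier genes stayed repressed. Pax6 (−1.71), Bmp4 (−0.94), Sox7 and Eomes were lower still, while Gata4 was higher (0.55, adjusted p = 0.0061, 0.0027 to 0.068 over the alternatives).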

Other observations

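The tests of scaling, of a mislabelled library and of mutant transcripts were chosen only after the result was seen; those of depth, of GC content and length, of the two-cell-like list alone, of copy number and of lines were not.

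More genes were higher than lower past 2-fold, with 79.8% higher. The share was at least 60.7% under 3 other scalings, 79.4% after thinning and 81.1% with the trend on GC content and gene length removed. Each argues against its cause as the whole of the asymmetry past 2-fold. Without the two-cell-like list alone it was 79.5%, which decides nothing, since the list holds 19 of the 835 higher genes. A difference between lines other than *Bmal1* was not tested for it.

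In the imprinted Dlk1-Dio3 cluster of chromosome 12 the noncoding RNAs Meg3 (−0.92), Rian (−0.93) and Mirg (−1.33) and the gene Rtl1 (−1.69) were lower, and Dio3 was higher. The 42 tested genes within 2 Mb outside the cluster had a median of −0.093, and 27 of them were under 0. The median argues against a change in copy number that reaches these genes. A change confined to the cluster could not be seen in them and stays open. Under 3 other scalings Meg3, Rian and Mirg stayed at −0.86 or lower and Dio3 at 1.51 or higher. A difference between lines other than *Bmal1* cannot be told apart, since genotype and line go together in all 4 libraries.

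Arntl mRNA was present in the libraries labelled *Bmal1*−/−. A single mislabelled library is argued against, since libraries of different labels correlated at no more than 0.973 across genes and replicates at 0.995 or more, and since both libraries held the mRNA. A wrong label on both libraries was not tested and stays open. Mutant transcripts that keep the counted sequence may account for the 81.2% that remained. That test cannot decide, since the values per gene do not show the edited sequence. Such transcripts would also hold the sites of the RT-qPCR primers in exons 19 and 20, while the paper reports no mRNA by RT-qPCR, and this conflict stays open.

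Among the other lists, the camera adjusted p was 0.14 or higher; Fisher's exact test gave an adjusted p of 0.023 for neural and 0.017 for fibroblast genes. Medians of log2 fold changes were −0.08 for 33 imprinted genes (3 higher, 3 lower past 2-fold; fry adjusted p = 0.039), −0.07 for 7 Y-linked genes (1 and 1; 0.013), −0.04 for 11 trophoblast genes (0 and 2; 0.018), −0.08 for 24 naive pluripotency genes (0 and 0; 0.044), −0.20 for 9 primed pluripotency genes (1 and 1; 0.58), 0.05 for 15 Erk immediate response genes (0 and 0; 0.33), −0.16 for 7 neural genes (0 and 3; 0.018) and 0.49 for 6 fibroblast genes (2 and 1; 0.070). In this order an adjusted p-value under 0.05 was reached by 25, 4, 5, 22, 7, 9, 3 and 5 genes, and by the same numbers adjusted over the list alone. Wild-type means of at least 10 were found for 32, 6, 11, 24, 9, 15, 6 and 6 of them; 3, 0, 3, 12, 1, 5, 4 and 3 are in another list, and 1, 0, 0, 3, 0, 0, 3 and 0 are named by the paper. The trophoblast median was 0.03 without *Bmal1*−/− replicate 2, the primed median 0.0013 without wild-type replicate 1, the neural median −0.060 without *Bmal1*−/− replicate 2 and the Erk immediate response median 0.0029 without wild-type replicate 2. Other settings moved some medians further: with quantile normalization the trophoblast median was −0.46 and the neural median −0.68, and the neural median was −0.69 with a mean of at least 100.

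Members moved both ways within lists. Among Y-linked genes Usp9y was higher (2.25), and Kdm5d (−1.64), Uty (−0.83) and Eif2s3y (−0.61) were lower. Elsewhere Igf2r (0.85), Magel2 (2.27), Peg12 (1.03), Sox3 (1.32) and Col5a1 (1.55) were higher, and Cdkn1c (−1.09), Gata2 (−1.62), Vim (−1.67), Tubb3 (−1.22) and Dppa3 (−0.95) lower.

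Medians per chromosome lay within 0.06 of that of all genes, except −0.12 for the 10 genes of chromosome M. Chromosome 17 (733 genes, −0.05) alone had an adjusted p-value under 0.05, at 0.013 against 10000 random gene sets; these are a permutation of genes and not of libraries. Chromosome X (517 genes) had 0.04.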
